A study of Saccharomyces cerevisiae with 48 samples. Its data were reported in "The extra-terminal domain drives the role of BET proteins in transcription" (2026).

How the data were processed

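SLAM-seq measures newly made RNA. Cells are given 4-thiouracil (4tU), which is built into RNA during the labelling period. Alkylation then makes the labelled bases read as C in place of T. Budding yeast (Saccharomyces cerevisiae) cultures were treated for 3 h with 1 mM indole-3-acetic acid (IAA), an auxin, or with its solvent DMSO. They were then labelled with 5 mM 4tU for 6 min per the labels, whereas the study's methods state a shorter labelling time. In the degron strains used, IAA triggers destruction of the AID-tagged proteins Bdf1 and Bdf2. Fission yeast (Schizosaccharomyces pombe) cells were added to each culture as a spike-in, and the study's methods state that they had been labelled with 4tU as well. Libraries without 4tU were not analysed here, so the share of T>C reads that unlabelled RNA gives was not measured.

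The 48 libraries fell into 16 groups of 3, from 8 strains under DMSO and under IAA, with replicates lettered A to C. Strain RDY73 carried the tagged Bdf1 and Bdf2 alone. The other strains carried a further BDF1 copy on a plasmid integrated with a TRP1 marker. By the study's strain list this copy was unmodified in RDY234, and had mutations of the first bromodomain (BD1) in RDY235, of the second (BD2) in RDY236 and of both in RDY237. It lacked the B and BID regions in RDY247, and had 2 mutated residues of the ET domain in RDY249 and 4 in RDY251. The library numbers in the labels fell into 2 series. RDY73, RDY247 and RDY249 belonged to the later one and the other 5 strains to the earlier one.

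The authors trimmed the reads, then aligned, filtered and counted them with SLAM-DUNK per the file headers and the study's methods. The deposited values used here are raw read counts per gene, one library per file and with no pooling or normalization: the total read count, and the count of T>C reads, which carry at least 2 T>C conversions. The deposited count tables use the R64-3-1 annotation of S. cerevisiae, in which 6460 of 6465 intervals run exactly 250 bases past the 3' end of the gene. Of these names, 6462 were found in the reference gene table. Because of the extension, 1316 intervals shared bases with another on the same strand, so a read in such a stretch cannot be given to 1 gene with certainty. The coordinates given for genes are those of the counted intervals. Conversion rates in the same files, among them the deposited covered T positions and conversions, were used only to describe the libraries.

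The depth ranged from 3301563 S. cerevisiae reads in RDY251 IAA replicate B to 10699839 in RDY73 DMSO replicate A. T>C reads ranged from 42821 in RDY73 IAA replicate B to 1163027 in RDY236 DMSO replicate B. S. pombe reads ranged from 336128 in RDY247 IAA replicate B to 1242931 in RDY73 IAA replicate C. Summed over the 3 libraries of a group, the median tested gene had 7 T>C reads in RDY73 IAA and 14 in RDY251 IAA, against 168.5 in RDY234 IAA, so changes of single genes were least precise in the most affected strains. Within groups, total read counts of replicate pairs differed by more than sampling noise in every pair (chi-square per degree of freedom of at least 2.453), so no library counted as a duplicate.

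Size factors were the median of ratios over total read counts of the 4955 S. pombe genes with a read in all 48 libraries, and ranged from 0.5665 to 2.414. They took the place of library sizes. Genes with a mean T>C count of at least 10 over the 48 libraries were tested, which left 5118 genes. The quasi-likelihood test of edgeR version 4.0.16 in R version 4.3.3 was run on the T>C counts in a single fit of all 48 libraries with 1 coefficient per group. Benjamini-Hochberg adjustment covered the genes of each comparison. A gene was called lowered or raised at an adjusted p under 0.05 and a change of at least 2-fold. All adjusted p-values of genes come from this test unless another is named. The median log2 change over tested genes summarised each comparison. Its SD was taken over the 3 libraries of the first-named group, each set against the mean of the reference group. Genes with no T>C read in any library of the lower group were also set to the bound that 3 counts give, and the median was recomputed. For named genes with 5 or fewer T>C reads in the lower group, the ratio of normalized counts is given with an exact 95% Poisson interval. Such intervals cover counting error only, since reads without molecular identifiers are not independent molecules.

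RDY73 and RDY234 were compared between IAA and DMSO. The 6 variants were compared with RDY234 under IAA, each variant also between IAA and DMSO, and 7 strains with RDY73 under DMSO. The difference between a strain's IAA response and that of RDY234 was tested as an interaction. The same fit was run on total read counts. Shares per library were compared by exact two-sided permutation over the 20 regroupings of 3 against 3 libraries, where the smallest possible p is 0.1, with Benjamini-Hochberg adjustment over the 8 strains. Correlations of log2 changes were taken across genes, which are not independent replicates, so no p-value is given. Gene sets were tested with camera (inter-gene correlation 0.01, limma version 3.58.1) and fry on the same counts and factors, adjusted over 2 sets in 8 comparisons. The sets were 138 genes of cytosolic ribosomal proteins, by symbol, and 15 genes of the mitochondrial genome. A first camera run used log2 values with a prior count of 2. It was replaced by the count model after its result had been seen, and both are given below.

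The genes named were fixed by rule before the data were examined, as were the comparisons, the edgeR test, the groups and most alternatives. BDF1, BDF2 and TRP1 served as checks of the labels. Further genes were the most raised and most lowered called genes whose mean T>C count over the 6 libraries compared was at least 50 and whose groups did not overlap: 2 each way in RDY73, RDY237 and RDY251, and 1 each way in the other comparisons. Genes named outside this rule are said to be so. The alternatives were DESeq2 version 1.42.0, 4 other scalings, 2 other gene filters, 2 other fold limits, fits of 6 libraries, a replicate block, leaving out each library in turn, and the difference of differences. No clear pairing of libraries by replicate letter was seen, except possibly in RDY249 between IAA and DMSO. Pairing elsewhere is not excluded, as described under the dependence on processing. The functions were tested on simulated counts. In a simulation of RDY235 against RDY234 under IAA with 5118 genes, 98.5% of 200 changed genes were called and 5 unchanged genes were. All simulated changes were larger than the 2-fold limit, and all genes had the same dispersion. These values may therefore not hold for changes near that limit or for more variable genes. For RDY73, where the simulated shift was -5.5 on the log2 scale, the recovered median was -5.42, again over 5118 genes. Gene classes of the study were not used here.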

Results

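To follow transcription after long loss of the BET proteins Bdf1 and Bdf2, newly made RNA was measured by SLAM-seq in 48 libraries. They came from 8 strains treated with DMSO or IAA for 3 h, with 3 libraries per group. The question was how far a further copy of BDF1, unmodified or with altered domains, kept transcription up once the tagged proteins had been destroyed. Each library held 3301563 to 10699839 S. cerevisiae reads, of which 42821 to 1163027 carried at least 2 T>C conversions. The spike-in gave 336128 to 1242931 S. pombe reads per library.

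The share of T>C reads among S. cerevisiae reads uses no spike-in. In RDY73, which has no further BDF1 copy, it was 7.36% ± 0.135 (SD, n = 3) under DMSO and 0.732% ± 0.0413 (SD, n = 3) under IAA. With unmodified BDF1 in RDY234 it was 9.23% ± 1.06 under DMSO and 9.59% ± 0.390 under IAA. The share under IAA was 11.7% ± 0.318 in the BD1 mutant RDY235 and 10.3% ± 0.395 in the BD2 mutant RDY236, against 11.9% ± 0.167 and 13.0% ± 2.41 under DMSO. It was 5.82% ± 0.583 in the BD1/2 mutant RDY237, against 10.4% ± 0.581 under DMSO. In the B/BID deletion RDY247 it was 4.24% ± 0.0125 against 7.21% ± 0.153. In RDY249, with 2 mutated ET residues, it was 4.05% ± 0.143 against 8.54% ± 0.635. In RDY251, with 4 mutated ET residues, it was 2.03% ± 0.168 against 7.65% ± 0.498. The groups did not overlap in RDY73, RDY236, RDY237, RDY247, RDY249 and RDY251, where the exact permutation p was 0.1, the smallest that 3 against 3 libraries can give (adjusted 0.133). The exact permutation p was 0.8 in RDY234 and 0.3 in RDY235 (adjusted 0.8 and 0.343). No comparison of this kind can reach an adjusted p under 0.05 with 3 libraries per group. Among RDY236 DMSO libraries, replicate B stood at 15.7%, against 11.0% and 12.4% in the others.

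**Figure D1:**
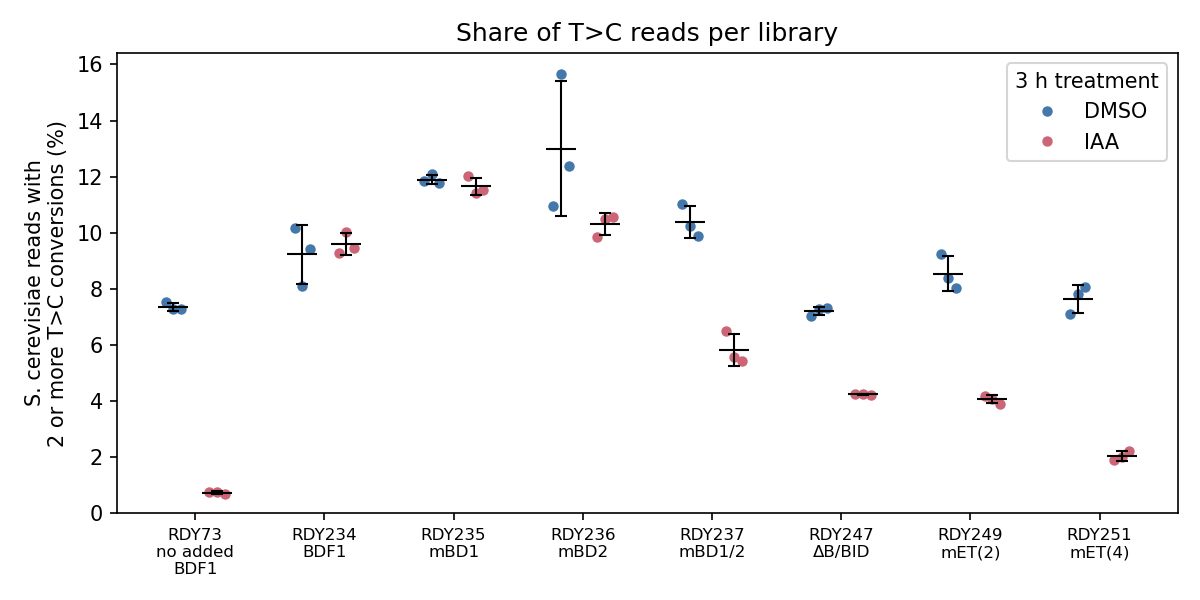
Share of S. cerevisiae reads with at least 2 T>C conversions (%, vertical axis) in each library of the 8 strains after 3 h of DMSO (blue) or IAA (red). Points are libraries, horizontal bars are means and error bars are SD (n = 3). RDY73 IAA libraries lie between 0.685% and 0.762%, and RDY234 IAA libraries between 9.29% and 10.0%.

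The spike-in was compared in the same way. The T>C share of S. pombe reads lay between 2.02% and 3.26% in the 48 libraries. It differed between IAA and DMSO by an exact permutation p of 0.1 in RDY251 (2.12% ± 0.0490 against 2.39% ± 0.136), and its adjusted value was 0.533. S. cerevisiae reads per S. pombe read were 19.7 ± 1.18 in RDY73 DMSO and 7.41 ± 0.669 in RDY73 IAA (SD, n = 3). In RDY234 they were 13.0 ± 0.756 under DMSO and 12.35 ± 0.687 under IAA. The group means under DMSO ranged from 9.66 in RDY251 to 22.0 in RDY249.

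The genes of the tagged proteins and the plasmid marker were used to check the labels. TRP1 (YDR007W, chromosome IV, 461842 to 462766) had 20.3 ± 8.14 normalized total reads in RDY73 DMSO (SD, n = 3) and 109 ± 11.8 in RDY234 DMSO, the lowest mean among DMSO groups of the strains with a plasmid. BDF1 (YLR399C, chromosome XII, 919286 to 921596) had 568 ± 127 normalized total reads in RDY73 DMSO and 1463 ± 138 in RDY234 DMSO. Under DMSO the other strains had mean BDF1 values from 1107 in RDY251 to 2446 in RDY247, all above RDY73. BDF2 (YDL070W, chromosome IV, 331024 to 333190), which is on no plasmid, had 1470 ± 62.2 in RDY73 DMSO and 1398 ± 131 in RDY234 DMSO. The T>C counts of BDF1 changed by a log2 value of -5.07 (SE 0.36, adjusted p 2.65e-30) in RDY73 under IAA and of 0.04 (SE 0.21, adjusted p 1) in RDY234. For BDF2 the values were -4.95 (SE 0.28, adjusted p 2.4e-34) and 0.07 (SE 0.20, adjusted p 1).

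Loss of Bdf1/2 without a further BDF1 copy lowered T>C counts nearly throughout the genome. In RDY73 the median log2 change over 5118 genes was -5.57 ± 0.138 (SD, n = 3), a 47.6-fold decrease, with the middle of the genes between -6.24 and -4.96 (25th and 75th percentiles). The medians of the single IAA libraries were -5.66, -5.787 and -5.935. All lay below the fitted median, so the SD is not a spread around that value. Of the 5118 genes, 5114 were lowered and 0 raised at an adjusted p under 0.05 and 2-fold, and 5116 had an unadjusted p under 0.05. The groups did not overlap in 5109 genes, with IAA lower in each, where chance gives 10% for both directions together. In all 3 IAA libraries 298 genes had no T>C read, and with these at their bound the median was -5.51. TMM scaling moved the result most, to a median of -0.35 with 419 genes lowered and 400 raised. The most lowered genes were TCD2 (YKL027W, chromosome XI, 387562 to 389155) and TRI1 (YMR233W, chromosome XIII, 739185 to 740115). TCD2 had 2 T>C reads over the IAA libraries and 437 over the DMSO libraries, a 442-fold difference (95% interval 122 to 3650, edgeR adjusted p 1.2e-34). TRI1 had 2 and 386, a 390-fold difference (95% interval 108 to 3220, edgeR adjusted p 2.7e-34). The counted interval of TRI1 shares bases with YMR232W. The 4 genes without a call, named after their values were seen, were HSP12 (-0.99), GAP1 (-0.42), RDN18-1 (-0.84) and YET2 (-0.63 on the log2 scale).

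A further unmodified BDF1 copy kept T>C counts at the DMSO level within the spread of the replicates. In RDY234 the median log2 change under IAA was -0.04 ± 0.0705 (SD, n = 3). No gene was called (0 of 5118), and 68 had an unadjusted p under 0.05. The difference between the responses of RDY73 and RDY234 was itself tested and passed the threshold in 5111 genes, all with a lower value in RDY73.

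**Figure D2:**
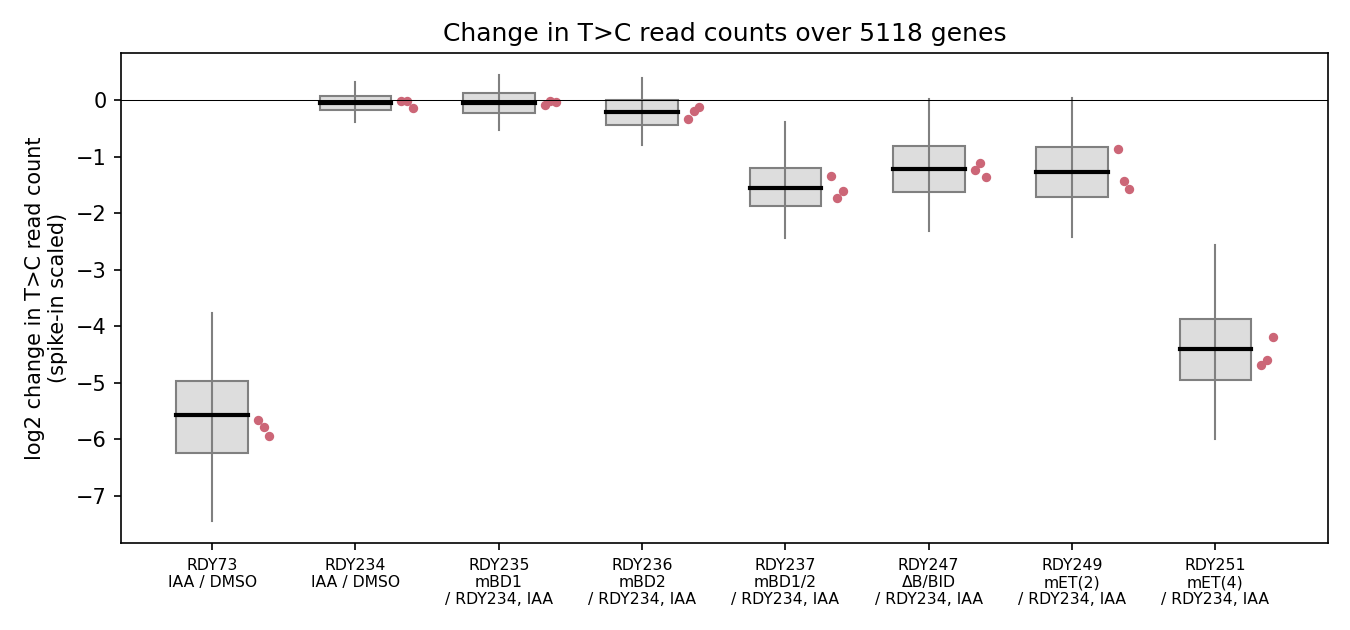
Log2 change in spike-in scaled T>C read counts (vertical axis) over 5118 genes, for IAA against DMSO in RDY73 and RDY234 and for each variant against RDY234 under IAA. Thick bars are medians, boxes span the 25th to 75th and lines the 5th to 95th percentiles of fitted values, and points are medians of the single IAA libraries against the mean of the reference group. The median is -5.57 in RDY73, -4.39 in RDY251 and between -1.54 and -1.22 in RDY237, RDY247 and RDY249.

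Mutation of either bromodomain alone moved the median less than the other variants did. For the BD1 mutant RDY235 against RDY234 under IAA, the median log2 difference was -0.04 ± 0.0424 (SD, n = 3), with 2 genes lowered, 5 raised and 374 at an unadjusted p under 0.05. The count was 4 without RDY234 replicate C, without RDY235 replicate B or without RDY235 replicate C. The gene raised most was ETS2-2 (YNCL0019C, chromosome XII, 460462 to 460922), a spacer of the ribosomal DNA repeat, with a log2 difference of 2.53 (SE 0.31, adjusted p 9.41e-10). Its normalized T>C count was 127 ± 41.2 against 21.95 ± 5.23. The repeat has near-identical copies and the interval overlaps YNCL0020C and YNCL0021C, so this value is uncertain. It was already 2.01 higher in RDY235 than in RDY234 under DMSO (adjusted p 1.35e-05). The gene lowered most was NCE103 (YNL036W, chromosome XIV, 559814 to 560729), with a log2 difference of -1.56 (SE 0.34, adjusted p 0.0154). Its adjusted p rose to 0.346 (log2 difference -1.23) without RDY234 replicate C, and the call was lost in 5 of the 6 fits that left out a library. Over all alternatives it ranged from 4.52e-14 to 0.346. The other 5 called genes, named after their values were seen, were IMD2 (-1.24), TRP1 (1.38), PRY1 (1.82), YLR154C-H (1.86) and YGP1 (1.28 on the log2 scale).

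For the BD2 mutant RDY236 the median log2 difference from RDY234 under IAA was -0.21 ± 0.109 (SD, n = 3), with 74 genes lowered and 25 raised. The total of 99 fell to 41 without RDY236 replicate A. Compared with its own DMSO libraries, RDY236 had a larger median change of -0.58 ± 0.112 (SD, n = 3), with 266 genes lowered and 5 raised, and 2753 genes had an adjusted p under 0.05 at any fold. ETS2-2 was raised most, by a log2 value of 2.10 (SE 0.32, adjusted p 1.16e-06), and was 1.52 higher under DMSO too (adjusted p 0.00101). YCR006C (chromosome III, 122280 to 123003) was lowered most, by a log2 difference of -1.77 (SE 0.28, adjusted p 7.31e-06), and its interval shares bases with YCR005C.

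Mutation of both bromodomains lowered most genes. RDY237 had a median log2 difference from RDY234 under IAA of -1.54 ± 0.192 (SD, n = 3), a 2.91-fold decrease, with 4286 genes lowered and 22 raised. The raised genes with the largest log2 difference were ETS2-2 (1.94, SE 0.32, adjusted p 1.92e-08) and AAD6 (1.74, SE 0.20, adjusted p 5.44e-12), a pseudogene (YFL056C, chromosome VI, 14055 to 15431). Both were higher in RDY237 than in RDY234 under DMSO as well, by 2.59 and 1.09. Within RDY237, IAA changed ETS2-2 by -0.59 and AAD6 by 0.71 on the log2 scale. The genes lowered most were IMD2 (YHR216W, chromosome VIII, 554396 to 556217) at -3.58 (SE 0.33, adjusted p 3.91e-18) and HO (YDL227C, chromosome IV, 46021 to 48031) at -3.37 (SE 0.28, adjusted p 5.02e-19). Their changes between IAA and DMSO within RDY237 were -2.60 and -2.61.

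The strains without B/BID and with 2 altered ET residues had medians of similar size. RDY247 had a median log2 difference from RDY234 under IAA of -1.22 ± 0.126 (SD, n = 3), a 2.33-fold decrease, with 3306 genes lowered and 52 raised. RDY249 had -1.27 ± 0.380 (SD, n = 3), a 2.40-fold decrease, with 3366 genes lowered and 58 raised. Both strains belong to another library series than RDY234, so no value within 1 series can be had for these differences, and the strain and the series cannot be told apart in them. The comparison of IAA with DMSO stays within a series, and gave medians of -1.30 ± 0.134 in RDY247 and -1.81 ± 0.375 in RDY249. HSP12 (YFL014W, chromosome VI, 107256 to 107835) was raised most against RDY234, by 4.02 in RDY247 (SE 0.46, adjusted p 6.57e-15) and 4.94 in RDY249 (SE 0.45, adjusted p 1.22e-20). It was also higher under DMSO, by 4.17 and 5.17, and the difference of differences was -0.15 (adjusted p 0.831) and -0.23 (adjusted p 0.755). Over all alternatives the adjusted p of HSP12 ranged from 2.94e-26 to 0.831 in RDY247 and from 9.50e-41 to 0.755 in RDY249. The gene lowered most was IMD2 in RDY247 (-4.30, SE 0.45, adjusted p 7e-18) and YCR006C in RDY249 (-4.32, SE 0.47, adjusted p 4.99e-17). Between IAA and DMSO, IMD2 changed by -4.24 in RDY247 and YCR006C by -2.16 in RDY249. YCR006C already differed between RDY249 and RDY234 under DMSO, by a log2 value of -2.32.

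Mutation of 4 ET residues came closest to the loss of Bdf1/2. RDY251 had a median log2 difference from RDY234 under IAA of -4.39 ± 0.265 (SD, n = 3), a 21.0-fold decrease, with 5077 genes lowered and 2 raised. No T>C read was seen in any of the 3 IAA libraries for 64 genes, and with these at their bound the median was -4.39. HO had 4 T>C reads over the RDY251 IAA libraries and 475 over those of RDY234, a 208-fold difference (95% interval 81.2 to 763, edgeR adjusted p 6.09e-33). IMD2 had 4 and 313, a 137-fold difference (95% interval 53.5 to 503, edgeR adjusted p 5.15e-30). The 2 raised genes, named after their values were seen, were HSP12 (2.11, adjusted p 2.93e-06) and GAP1 (2.35, adjusted p 2.39e-08). Compared with its own DMSO libraries, RDY251 had a median of -3.48 ± 0.266 (SD, n = 3), an 11.1-fold decrease.

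Compared within each strain, IAA changed the median by -0.18 ± 0.0408 in RDY235, -0.58 ± 0.112 in RDY236 and -1.61 ± 0.193 in RDY237 (SD, n = 3). The genes lowered and raised numbered 0 and 1 in RDY235 (282 at an unadjusted p under 0.05), 4629 and 3 in RDY237, 3917 and 6 in RDY247, 4836 and 4 in RDY249, and 5070 and 1 in RDY251. Named after their values were seen, the raised genes were TDH1 in RDY235, HSP12, RTC3, TDH1, DDR2 and CIP1 in RDY236, HSP12, TDH1 and GAP1 in RDY237, YDL218W, HSP12, NCA3 and DDR2 in RDY249, and GAP1 in RDY251. Total read counts fell less than T>C counts in each strain but RDY234. Their median log2 change was -2.32 ± 0.0988 in RDY73, -0.06 ± 0.0551 in RDY234, -0.12 ± 0.0566 in RDY235 and -0.32 ± 0.0633 in RDY236 (SD, n = 3). It was -0.78 ± 0.0958 in RDY237, -0.54 ± 0.0995 in RDY247, -0.71 ± 0.318 in RDY249 and -1.59 ± 0.114 in RDY251. The response to IAA differed from that of RDY234 in 4512 genes in RDY237, 3573 in RDY247, 4748 in RDY249 and 5067 in RDY251. It differed in 0 genes in RDY235 and 0 in RDY236, where 57 and 1453 genes had an unadjusted p under 0.05 and the median difference was -0.13 and -0.54.

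**Figure D3:**
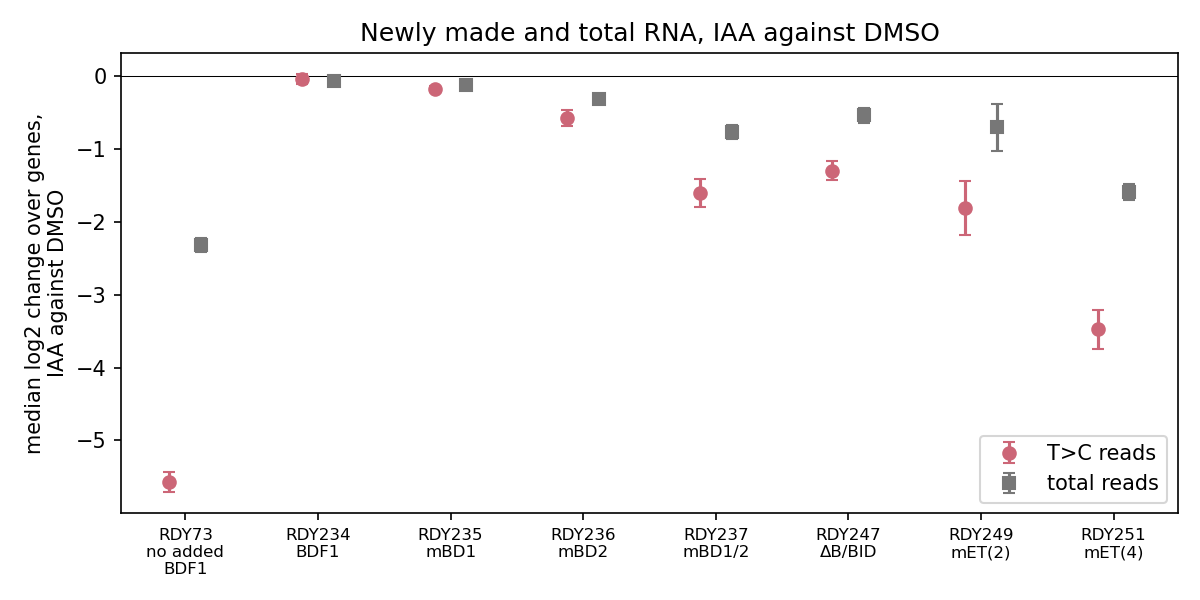
Median log2 change over genes between IAA and DMSO (vertical axis) in each strain, for T>C reads (red circles) and total reads (grey squares), with the SD over 3 IAA libraries as error bars. In RDY73 the medians are -5.57 for T>C reads and -2.32 for total reads, and in RDY234 they are -0.04 and -0.06.

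Strains with a further BDF1 copy were compared with RDY73 under DMSO, to see changes present while the tagged proteins remained. The number of genes changed was 562 in RDY234 (206 lowered, 356 raised), 592 in RDY235 (135 and 457) and 535 in RDY237 (159 and 376). In RDY236, 54 genes were lowered and 650 raised. In RDY251 it was 2122 (2086 lowered, 36 raised), with a median of -0.89 ± 0.166 (SD, n = 3). These 5 strains belong to the other library series than RDY73, so strain and series cannot be told apart here. Within the series of RDY73, 130 genes changed in RDY247 (6 lowered, 124 raised) and 419 in RDY249 (1 and 418). The lowered gene, named after its value was seen, was YLR154C-H (-1.36 on the log2 scale). The count for RDY249 was 121 without its DMSO replicate A and 825 without its replicate B. The count for RDY247 was 61 without its DMSO replicate B and 233 without its replicate C.

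To see whether a variant changed the same genes as the loss of Bdf1/2, the log2 changes under IAA of each strain were correlated across 5118 genes with those of RDY73. These comparisons share no library. Pearson's r was 0.12 in RDY234 (Spearman's rho 0.0938), 0.31 in RDY235 (0.281) and 0.27 in RDY236 (0.204). It was 0.56 in RDY237 (0.494), 0.52 in RDY247 (0.466), 0.47 in RDY249 (0.40) and 0.55 in RDY251 (0.513). Over the 1205 genes with a mean T>C count of at least 100, r was higher in each strain, and reached 0.741 in RDY237 and 0.795 in RDY251.

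Genes of the mitochondrial genome (15 genes), which another polymerase transcribes, stood above the other genes in all 8 comparisons. Their median relative to the others was 3.46 in RDY73, 2.25 in RDY237, 2.21 in RDY247, 2.16 in RDY249 and 2.96 in RDY251 on the log2 scale. It was 0.37 in RDY234, 0.90 in RDY235 and 0.88 in RDY236. Camera adjusted p-values ran from 2.75e-37 to 9.69e-07. Above the median of all genes lay 14 members in RDY234 and 15 in each other comparison. The p-values rest on an inter-gene correlation fixed at 0.01, which treats the genes of a set as nearly independent. If these genes vary together between libraries, such p-values are too small, and the same holds for the ribosomal set below. Fry, which tests a set against no change, gave the mitochondrial set an adjusted p of 0.384 in RDY234. Across the 5 scalings the relative value in RDY73 ran from 3.46 to 3.56, whereas the set's own median ran from -2.12 to 3.21. The 138 genes of cytosolic ribosomal proteins lay above the others in the fitted values of RDY73 (0.49), RDY237 (0.27), RDY247 (0.28), RDY249 (0.38) and RDY251 (0.48), by the medians relative to other genes. Camera gave the direction of this set as down in RDY73 (adjusted p 3.39e-21) and RDY251 (adjusted p 1.22e-16), although 126 of its 138 members lay above the median of all genes in both strains and camera on ranked fold changes gave up (adjusted p 0.000431 and 0.000793). In fitted log2 change the set lay above other genes under all 5 scalings, by 0.488 to 0.621 in RDY73 and 0.483 to 0.544 in RDY251. Why camera on counts gave the other direction was not tested, so that result stays unsettled. Camera did not pass 0.05 in RDY237, RDY247 and RDY249 (adjusted p 0.127, 0.237 and 0.948). Camera gave the set as down in RDY234 (-0.07, adjusted p 6.36e-05) and up in RDY236 (0.14, adjusted p 0.0231). Fry did not pass 0.05 for this set in RDY234 (adjusted p 0.606) or RDY236 (adjusted p 0.727), so these small shifts stay uncertain. Under fry the mitochondrial set was also raised in RDY235, RDY236, RDY237, RDY247 and RDY249. Under DMSO already, the T>C share of mitochondrial genome reads was lower in RDY234 (0.461%) than in these strains. There it was 0.818%, 0.980%, 0.975%, 0.549% and 0.760% in the same order. A part of the difference from RDY234 under IAA may therefore be a standing one between strains.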

Values the study reported

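After 3 h of IAA, the study reported a median decrease of 51-fold in the Bdf1/2-AID strain. For the BD1/2 mutation, the double mutation of the ET domain and the B/BID deletion it gave median decreases of 2.9-fold, 2.5-fold and 2.3-fold. For the quadruple ET mutation it gave 22.3-fold.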

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

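The tests of the spike-in scaling and of 4tU labelling, on mitochondrial and on total reads, were chosen after the changes under IAA had been seen, and the allowance for background in the mitochondrial test was added after its values were seen. The test of background T>C reads was written before its result.

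In 5 strains the response to IAA differed from that of RDY234, by a test of the difference itself. The genes past the threshold numbered 5111 in RDY73, 4512 in RDY237, 3573 in RDY247, 4748 in RDY249 and 5067 in RDY251, of 5118 tested. In RDY235 and RDY236 the number was 0.

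The 48 libraries were scaled by S. pombe reads, so a spike-in error that went with IAA would lower or raise all genes of a library alike. The share of T>C reads among S. cerevisiae reads uses no spike-in. It was 10.1-fold lower under IAA than under DMSO in RDY73, 1.785-fold in RDY237, 1.70-fold in RDY247, 2.11-fold in RDY249 and 3.76-fold in RDY251, with no overlap between libraries in each. A wrong spike-in scaling alone would leave this share as it was, which these values argue against. The share does not give the size of the change, since total reads fell too.

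Weaker 4tU labelling would also lower T>C reads everywhere, mitochondrial transcripts included. The T>C share of mitochondrial genome reads was lower under IAA by a factor of 0.849 in RDY237, 0.692 in RDY247, 1.02 in RDY249 and 1.24 in RDY251, so it rose in the first 2 of these strains. That of nuclear genes was lower by factors of 1.775, 1.69, 2.10 and 3.745. The mitochondrial share was low in all strains, and without unlabelled libraries its background was not known. If the lowest group mean, 0.280% in RDY73 IAA, were background throughout, the mitochondrial factor in RDY251 would be 1.52. These values argue against weaker labelling as the whole cause in those 4 strains. In RDY73 the mitochondrial share was 2.30-fold lower, from 0.645% to 0.280%, while that of nuclear genes was 10.0-fold lower. Because the value under IAA may itself be background, this share does not settle how much of the fall in RDY73 came from weaker labelling, and that part cannot be told apart from loss of transcription.

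Total reads do not depend on labelling, so weaker labelling alone would leave total reads per spike-in as they were. Their median log2 change under IAA was -2.32 in RDY73, -0.78 in RDY237, -0.54 in RDY247, -0.71 in RDY249 and -1.59 in RDY251, and the medians of the 3 IAA libraries lay below those of the DMSO libraries in each of these strains. The gap was narrowest in RDY249, with -0.37 in the highest IAA library and -0.17 in the lowest DMSO library. These values argue against weaker labelling as the whole cause in the 5 strains, RDY73 included. In RDY73 the summed total reads of mitochondrial genes changed by -0.86 ± 0.154 (SD, n = 3), less than the median gene, so an error in the spike-in, which moves all genes alike, does not account for the whole fall in total reads either.

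Where few labelled reads remain, background T>C reads of unlabelled RNA could set the counts. The log2 change would then fall across genes with a slope near -1 on the log2 T>C share under DMSO, taken from RDY247. The slope was -0.20 in RDY73 and -0.10 in RDY251 over 5118 genes. Over the 1205 genes with a mean of at least 100 it was -0.10 and 0.00149. Genes are not independent, and these values argue against background as the main source of the T>C counts left, though a smaller part is not excluded.

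The difference in the BDF1 copy is what the design names for these responses. With the unmodified copy in RDY234, 0 genes were called under IAA, against 5114 in RDY73 without a further copy. How the altered copies lead to their responses was not tested here. Direct and indirect effects cannot be told apart after 3 h, a time the study chose to see indirect effects build up. For RDY247 and RDY249 the strain cannot be told apart from the library series in the level, though the response to IAA was measured within a series. A difference in depth remains a limit, since RDY73 IAA and RDY251 IAA had the fewest T>C reads.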

How the results depend on the processing

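Added after seeing the data were the interactions under other settings, the replicate block for IAA against DMSO in the variants, camera on ranked fold changes, and the record of camera on log2 values. The other alternatives were planned.

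The direction of change in RDY73, RDY237, RDY247, RDY249 and RDY251 was kept in the median under every alternative run other than TMM, which centres the typical change and so does not test its direction. The size depended on the scaling. The 16 results for named genes kept direction and threshold under each of the 4 other scalings. Named genes aside, DESeq2 moved 3 results and kept 27, no filter on low counts moved 3 and kept 27, and fits of 6 libraries moved 2 and kept 21. Asking for a T>C read in all 48 libraries moved 27 and kept 17.

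Scaling by S. cerevisiae total reads removes part of a general fall by construction. The median became -3.42 in RDY73, 0.0279 in RDY234, 0.27 in RDY235, -0.71 in RDY237, -1.05 in RDY247 and -2.33 in RDY251. In RDY236 it reversed to 0.14, and its calls turned from 74 lowered and 25 raised to 13 and 86. Changed genes numbered 70 in RDY235 (1 lowered, 69 raised) and 1491 in RDY237. Baseline counts became 1126 in RDY235 (50 lowered, 1076 raised), 1216 in RDY236, 881 in RDY237 (62 and 819), 55 in RDY249 and 441 in RDY251 (194 and 247), and the split in RDY234 became 145 and 512. Interaction counts were 1913 in RDY237, 1489 in RDY247 and 3051 in RDY249.

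TMM on T>C reads sets the typical change near 0 by construction. The median became -0.35 in RDY73, -0.00619 in RDY236, -0.0537 in RDY237, -0.0301 in RDY247, -0.0292 in RDY249 and -0.19 in RDY251. Changed genes numbered 819 in RDY73 (419 lowered, 400 raised), 1 in RDY234, 14 in RDY235 (3 and 11), 483 in RDY237 (181 and 302), 648 in RDY247 (283 and 365), 738 in RDY249 (334 and 404) and 832 in RDY251 (359 and 473). The 99 calls in RDY236 became 33 lowered and 52 raised. Baseline counts were 395 in RDY236 (146 and 249), 14 in RDY249 (6 and 8) and 447 in RDY251 (139 and 308), and the split in RDY235 was 194 and 334. Interaction counts were 640 in RDY73 (323 and 317), 1 in RDY236, 106 in RDY237 (11 and 95), 97 in RDY247 (36 and 61), 89 in RDY249 (17 and 72) and 328 in RDY251 (80 and 248).

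Scaling by S. pombe T>C reads gave medians of -0.13 in RDY234 and -1.05 in RDY247, a total-read median of -0.15 in RDY234 and 134 baseline genes in RDY249. Baseline splits became 258 lowered and 283 raised in RDY234, 252 and 276 in RDY235, and 256 and 255 in RDY237. Summed S. pombe reads gave a median of -0.11 for IAA against DMSO in RDY235, a total-read median of -0.0612 there, baseline counts of 82 in RDY247 and 182 in RDY249, and 187 interaction genes in RDY236. Baseline splits were 296 and 257 in RDY234, 231 and 289 in RDY235, and 234 and 278 in RDY237. The cause of these shifts was not tested.

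Without a filter on low counts, the RDY73 median was -5.38, and interaction counts were 1 in RDY235 and 7 in RDY236. Asking for a T>C read in all 48 libraries left 2756 genes, which itself lowers counts. Changed genes numbered 2751 in RDY73, 4 in RDY235, 38 in RDY236 (18 lowered, 20 raised), 2111 in RDY237, 1496 in RDY247, 1618 in RDY249 and 2717 in RDY251. Baseline counts were 275 in RDY234 (146 and 129), 287 in RDY235 (95 and 192), 343 in RDY236, 270 in RDY237, 58 in RDY247, 180 in RDY249 and 1079 in RDY251. Interaction counts were 2747 in RDY73, 2347 in RDY237, 1760 in RDY247, 2524 in RDY249 and 2698 in RDY251. Medians were -5.24 in RDY73, 0.00886 in RDY235, -1.04 in RDY247 and -4.12 in RDY251, and total-read medians were -1.997 in RDY73, -0.67 in RDY237, -0.42 in RDY247 and -1.39 in RDY251. The cause of these moved medians was not tested.

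With a limit of 1.5-fold, 178 genes changed in RDY236 against RDY234, and baseline counts were 1240 in RDY234, 1320 in RDY235, 1602 in RDY236, 1206 in RDY237, 260 in RDY247, 2078 in RDY249 and 3583 in RDY251. With no fold limit they were 178 in RDY236 against RDY234 and, for the baselines, 1321, 1408, 1740, 1283, 260, 2551 and 3773 in the same order. A looser limit can only add genes.

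DESeq2 gave a median of -5.73 in RDY73, 4 genes in RDY235 against RDY234 and 20 interaction genes in RDY236. NCE103 lost its call in RDY235 under DESeq2 (adjusted p 0.29, out of 4.52e-14 to 0.346 over its alternatives). Fits of 6 libraries only gave 1 gene in RDY234 and 30 in RDY235. The cause was not tested.

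The difference of differences removes what a strain shows under DMSO already. It gave 0 genes in RDY235 and 0 in RDY236, where the interaction test had 57 and 1453 genes at an unadjusted p under 0.05. Medians were -0.13 in RDY235, -0.54 in RDY236, -1.75 in RDY249 and -3.42 in RDY251. ETS2-2 reversed to -0.65 in RDY237, and HSP12 to -0.15 in RDY247 and -0.23 in RDY249. Another 5 named genes lost their call, and 6 kept it.

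Leaving out each library in turn gave 4 to 6 genes in RDY235 and 41 to 90 in RDY236 against RDY234, medians of -0.0834 to -0.013 in RDY235 and -0.13 to 0.0594 in RDY234, and baseline counts of 61 to 233 in RDY247 and 121 to 825 in RDY249. The lowest and highest baseline values came without RDY247 DMSO replicates B and C, and without RDY249 DMSO replicates A and B. The RDY234 median turned positive without its DMSO replicate A, and lowered and raised genes in its baseline then became nearly equal in number. Of the named genes NCE103 lost its call in 5 fits.

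No clear pairing of libraries by replicate letter was seen, except possibly in RDY249 between IAA and DMSO. There replicate A had the most T>C reads per S. pombe read under both treatments (2.29 under DMSO and 0.827 under IAA). The SD of 0.375 given for RDY249 takes no account of such pairing. Only for RDY249 between IAA and DMSO did every same-letter pair of deviations correlate above 0.1 (0.168, 0.136 and 0.112), of 21 comparisons looked at. In RDY235 between IAA and DMSO the mean same-letter correlation was higher (0.156 against 0.139), but replicate B had -0.0559. Library numbers of same-letter DMSO and IAA libraries also ran in sequence in each strain, so pairing is not excluded in the others. A replicate block gave 8 genes in RDY235, 101 in RDY236 and 3368 in RDY247 against RDY234, and a median of -1.80 in RDY249 between IAA and DMSO, and moved no count by over 1.5 times and no named gene past its threshold.

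Correlations with RDY73 over genes with a mean of at least 100 were 0.301 in RDY234, 0.454 in RDY235, 0.325 in RDY236, 0.741 in RDY237, 0.661 in RDY247, 0.667 in RDY249 and 0.795 in RDY251.

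Fry tests a set against no change, whereas camera compares it with other genes, so under fry a set comes out lowered where nearly all genes fall. Under fry the mitochondrial set reversed to down in RDY73 (adjusted p 3.9e-07) and RDY251 (0.000206), and was no longer past 0.05 in RDY234 (0.384). The ribosomal set was no longer past it in RDY234 (0.606) and RDY236 (0.727), and passed it as lowered in RDY237 (7.86e-07), RDY247 (5.34e-05) and RDY249 (9.33e-05). On ranked fold changes, camera reversed the ribosomal set to up in RDY73 (0.000431) and RDY251 (0.000793), and passed 0.05 as up in RDY237 (0.00424), RDY247 (0.0103) and RDY249 (0.000793). The cause was not tested. Camera on log2 values, the first run, gave the same direction and side of the threshold as the count model in all 16 set tests.

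Depth limits single genes most in RDY73 IAA and RDY251 IAA, where the median tested gene had 7 and 14 T>C reads summed over the 3 libraries.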

Other observations

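The tests of S. pombe T>C reads, of the library series and of additive bromodomain effects were chosen after the patterns had been seen. The others were written before their results.

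Other splits of the 6 libraries were tried for every comparison of groups. The real split gave the largest result, 1 of the 10 splits, in RDY73 under IAA, in the 6 variants against RDY234 under IAA, in the 6 medians of IAA against DMSO and in the 7 baseline comparisons. In RDY234 the number of called genes was 0 in all 10 splits. With 10 splits the share cannot fall under 0.1, so this test is too small to decide on chance in any of them. The largest count of another split was 0 genes in RDY73, where the real split gave 5114, 1 gene among the variants (RDY247) and 83 genes in the baseline of RDY247, where the real split gave 130. For RDY247 and RDY249 against RDY234, and for the baselines of RDY234, RDY235, RDY236, RDY237 and RDY251, the real split is also the split between library series.

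Baseline differences between strains may come in large part from the library series. The log2 differences of RDY234 from RDY73 and of RDY235 from RDY247 under DMSO share no library and both cross the series. Their Pearson r across 5118 genes was 0.756, against 0.0964 for a pair of differences within series. A second principal component (2.11% of variance, beside 92.0% for the first) also separated the series. What differed between the series is not stated in the labels, and a part due to strains stays open.

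RDY251 had fewer T>C reads per spike-in than RDY234 under DMSO already, with a median log2 difference of -0.94. Total reads differed by -0.65. If the cultures had received more S. pombe cells per S. cerevisiae cell, both would be lower alike. The T>C median was lower than the total median by a further -0.29, with values of -0.38, -0.29 and -0.22 in the 3 RDY251 replicates. The SD was 0.0798 for this difference and 0.17 for the T>C median. Neither SD takes in the spread of the RDY234 DMSO libraries. Their T>C shares ran from 8.09% to 10.2%, and those of RDY251 DMSO from 7.09% to 8.05%, so the groups nearly met. This argues only weakly against the spike-in amount as the whole cause, and a part of the difference may come from it. An effect of this BDF1 variant beside the tagged proteins stays open and was not tested.

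The T>C share of RDY236 DMSO replicate B stood apart from the other 2 libraries. Without that library the median log2 change of RDY236 under IAA was -0.48 in place of -0.58, against an SD of 0.112, so this library alone does not account for the lower median. No biological explanation was tested.

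HSP12 was the gene raised most in RDY247 and RDY249 against RDY234 under IAA. It was as much higher under DMSO, and the difference of differences was -0.15 in RDY247 and -0.23 in RDY249. Both values are consistent with the library series, or another standing difference between the strains, as the source of the higher HSP12 counts, and the design cannot part these. Within strains, HSP12 rose under IAA by 1.70 in RDY247 and 1.62 in RDY249, and did not do so more than in RDY234.

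RDY237, with both bromodomains mutated, lay below both single mutants under IAA. Set against the sum of the 2 single log2 changes, 3793 genes departed by at least 2-fold at an adjusted p under 0.05 (edgeR), 3791 of them downward, with a median departure of -1.26. This argues against independent effects of BD1 and BD2 that add on the log2 scale. One hypothesis is that either bromodomain may stand in for the other, which was not tested further.

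S. pombe genes carried T>C reads too, at 2.02% to 3.26% of their reads. If these were S. cerevisiae reads assigned to S. pombe, their share would fall with that of S. cerevisiae in RDY73 under IAA. It was 0.856 times that under DMSO. Among 210 S. pombe genes with at least 50 T>C reads in the RDY73 libraries the median ratio was 1.01, and 0 had a ratio under 0.25. This argues against such reads as the main source. The 10 S. pombe genes with most T>C reads held 40.9% of them. The study's methods state that the S. pombe cells were labelled, which is the explanation left open.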
